# A cell type-specific expression atlas of small and total RNA in the heart after myocardial infarction

**DOI:** 10.1038/s41597-025-05061-1

**Published:** 2025-05-19

**Authors:** Ranjan Kumar Maji, Ariane Fischer, Eva-Maria Rogg, Melanie Möller, Gilles Gasparoni, Martin Simon, Stefanie Dimmeler, Marcel H. Schulz

**Keywords:** Small RNAs, Data integration

## Abstract

Acute myocardial infarction (AMI) is a leading cause of mortality worldwide. MicroRNAs (miRNAs), among other small non-coding RNAs, shape the transcriptome and control cellular functions. Although single-cell technologies are now available to study myocardial ischemia response, the study of small RNA regulation is limited by depth of expression, capture efficiency and lack of full coverage of transcripts. In addition, the kinetic expression of miRNAs is unknown. Using paired small and total RNA sequencing, we built an expression atlas to study the temporal dynamics of miRNAs and genes in four major heart cell types after AMI. Expression dynamics reveal enriched functions highlighting cell type-specific AMI stress responses. Many deregulated mouse genes after AMI overlap with known human cardiovascular disease genes. The dataset is highly valuable for additional research on small and long non-coding RNAs, such as regulation of RNA variants by splicing or alternative ORFs. All in all, the RNA expression atlas provides a useful resource to study different roles of RNAs in major cell types of the heart after AMI.

## Background & Summary

Cardiovascular diseases are the major cause of death in the western world^1^. This is partly attributed to the consequences of myocardial infarction (MI), which can lead to ischemic heart failure. MI induces tissue ischemia resulting in acute cardiomyocyte (CM) death followed by an integrated reparative repair response mediated by a coordinated action of endothelial cells (EC), fibroblasts (FB) and hematopoietic cells (HC). To adapt to tissue ischemia, EC undergoes a transient switch to glycolysis and endothelial mesenchymal transition followed by a pro-angiogenic response which results in the re-growth of capillaries within the first two weeks after infarction^2^. Fibroblasts respond to injury by activating the inflammatory response through the secretion of cytokines and chemokines followed by matrix synthesis^3–5^. Furthermore, hematopoietic cells, mainly including short-lived neutrophils and monocytes are rapidly recruited after MI and are required for removal of cellular debris^6^.

Non-coding RNAs, specifically microRNAs (miRNAs), play a critical role in cardiac and vascular protection and postischemic heart failure by controlling mRNA stability or translation of their target genes^7–9^. However, the role of miRNAs and their function during postischemic myocardial repair in different cell types are not fully understood. It remains unclear how miRNA expressions are affected in each cell type after stress, which would further enable analyses on their functions.

In this study, we generated paired small RNA-seq and ribo-depleted total RNA-seq profiles at six timepoints after AMI stress induction in four major cell types of the murine heart, namely, cardiomyocytes, endothelial cells, fibroblasts and CD45-positive hematopoietic cells. Our data enables recapitulation of miRNAs as important regulators of AMI stress-related functions. The study presents a time-resolved expression atlas as a resource for further investigation of cell type-specific response after myocardial infarction.

## Methods and Results

### Ethics statement

All animal experiments were per institutional guidelines and approval by the ethics committee was granted for the project under title “Regulatorische RNA Netzwerke” ID: V 54 – 19 c 20/15 FU/1218 (04.10.2018 – 03.10.2023).

### Experimental setup

To study the regulatory dynamics after myocardial infarction, we collected cell-sorted samples for each of the four major cell types: cardiomyocytes (CMs), endothelial cells (ECs), fibroblasts (FBs) and the hematopoietic cells (HCs) at six timepoints (Fig. 1). We conducted small RNA-seq for discovery of miRNAs and other small regulatory RNAs. In addition, we performed ribo-depleted total RNA-seq to measure the complete long RNA transcriptome without bias to poly-adenylated RNAs and coverage of non-coding RNAs (ncRNAs). 

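Small RNA libraries were sequenced from cardiomyocytes (CMs), endothelial cells (ECs), fibroblasts (FBs) and CD45-positive hematopoietic cells (HCs) at 6 time points, namely D0 (mice without MI), D1, D3, D7, D14 and D28. Each cell type had 4 libraries per time point, each from RNA pooled from 3 mice, or 2 where a sample was missing, giving 96 libraries in 24 groups. For every library the authors deposited the number of reads aligned to each mature miRNA and to each hairpin of miRBase, as raw counts without normalization. The counts were made with the nf-core small RNA-seq pipeline after adaptor trimming and removal of short reads. The tables list 1978 mature sequences, of which 1561 had at least 1 count in some library, and 1234 hairpins. The total count on mature miRNAs per library ranged from 3327351 to 24279105 in CMs with a median of 13945010, and from 525651 to 29037628 in ECs with a median of 3583270. In FBs it ranged from 2217588 to 65588543 with a median of 17767778, and in HCs from 18286 to 29504666 with a median of 11941956. Changes against D0 were tested within each cell type on the 24 libraries together, after scaling with edgeR's TMM method and removal of miRNAs with low counts by edgeR's filterByExpr. In CMs one miRNA, miR-1a-3p, took 65.7% ± 5.71 (SD, n = 4) of the mature counts at D0 and 43.5% ± 7.74 (SD, n = 4) at D7.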

The experimental setup thus revealed expression dynamics of genes and miRNAs in all four major cell types of the heart upon post-AMI stress.

**Fig. 1:**
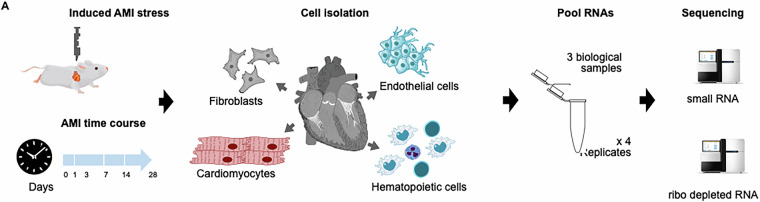
Experimental set up for the construction of the AMI expression atlas. (**A**) Experimental setup to analyse the effects of small RNAs after induced AMI stress, and sample collection at 6 timepoints (days): D0, D1, D3, D7, D14, D28; The selected timepoints covered periods of early AMI response (D0-D1-D3), recovery (D7-D14) and adaptation (D14-D28). After isolation of cardiomyocytes (CMs), endothelial cells (ECs), fibroblasts (FBs) and hematopoietic cells (HCs), small RNA and ribo-depleted total RNA sequencing was performed on RNA pooled from three mice for each biological replicate. Four technical replicates were created per time point for each cell type. D0 served as control.

The following steps were adhered to before the samples were sent for RNA library preparation (details in the section ‘RNA library preparation’):

#### Surgery

72 mice were divided into 8 groups - a control group, which was not operated on, and seven surgical groups, which were each operated on different days after MI was induced.

#### Harvest

2–4 animals were sacrificed per day and cell types were isolated. Each surgical group was assigned to each time point after AMI, i.e. D0, D1, D3, D7, D14 and D28. A maximum of 4 animals per time point were allowed to come from the same surgery and each time point consisted of animals from at least 3 different days of surgery, to minimize chances of batch effect (details in the section ‘Myocardial infarction and heart digestion’).

#### Cell type isolation

The cell types - cardiomyocytes, endothelial cells, fibroblasts and hematopoietic cells, were isolated from the hearts removed in step II. As these protocols are labor intensive, it was only possible to isolate cells from a maximum of 4 hearts per day (details in the section ‘Cardiac cell isolation’).

#### RNA isolation

RNA isolation was performed with 12 Qiagen kits. All buffers, including water, were pooled beforehand. The columns were all from the same batch. Isolation was always performed by the same operator, at the same location and with the same instruments. The isolated DNA was stored immediately at −80 °C. Since not all samples could be isolated in one run, the isolated cells were divided into 21 (3 × 7) groups. To reduce possible undesired effects of grouping, the division was carried out under the following conditions: first each RNA isolation group had to contain samples from each experimental time point (control, AMI D1, D3, D7, D14, D28). Second, each of these time points had to be composed of different cell types (each cell type could only occur once per time point of an isolation group). Third, the different cell types in an isolation group were not allowed from the same animal. The individual cell types are represented equally per isolation group. The amount of RNA was measured with Nanodrop.

#### Pooling

The amount of RNA obtained from the individual samples was not sufficient to enable deep sequencing. Therefore, the samples were pooled at the RNA level. This strategy had the additional advantage that the relative abundances found from sequencing could be validated with the RNA abundances from the remaining RNA of each sample not used for pooling. There were 12 RNA samples per time point and per cell type. These samples were pooled into 4 pools of 3 (2 if one sample was missing) samples per time point and cell type, such that the samples do not come from the same RNA isolation group. For each time point, the 4 pools of a cell type were collected from the same animals, to capture the physiological effects from the matched animal, and cross-talk between each cell type.

C57Bl6/J strain male mice (inbred) were used to ensure consistency of genetic characteristics and all surgeries were performed in a similar way. Same expert individuals performed all cell isolation and RNA isolations throughout the experimental duration. The experiments were conducted at one location, utilizing identical equipment and materials, with particular emphasis on excluding enzymes from diverse batches. This way we maintained stringent standards throughout the experimental process. The surgery, cell isolation and RNA isolation dates were considered when selecting the pooling partners at the RNA level to exclude possible batch effects due to different days for experiments. We followed strictly standardized, well-established protocols and utilized highly experienced technicians to minimize possible sample variabilities.

We focused on the early time points, as they are when the major changes in cell death (such as in cardiomyocytes), hypoxia response (such as in endothelial cells), and post-infarction inflammation occur, and the remodeling processes are initiated^10,11^. Investigating longer-term remodeling phases would also have been interesting, but it would have extended our resources.

### Myocardial infarction and heart digestion

Myocardial Infarction was performed in 12- to 14-week-old male C57Bl/6J-mice. Acute myocardial infarction (AMI) was induced by permanent ligation of the left anterior interventricular ramus of the descending coronary artery, under mechanical ventilation (as previously described in Rogg *et al*.^12^). Hearts were harvested from control mice without a MI (D0) as well as on day 1 (D1), day 3 (D3), day 7 (D7) and day 14 (D14) after MI. The digestion was performed by perfusion of a buffer containing collagenase type II. The digested heart tissue was carefully dissected into small pieces using forceps. Cells were then separated by carefully pipetting the cell suspension up and down. Digestion was stopped using Foetal Calf Serum. For each biological replicate RNA extracted from three mice was pooled to have sufficient amount of RNA available for sequencing. In total four biological replicates were created per time point and cell type.

### Cardiac cell isolation

Cardiomyocytes were enriched by performing repeated centrifugation steps (20 × g, 2 minutes, previously described in Rogg *et al*.^12^). The supernatant of the centrifugation step was used to isolate hematopoietic cells, endothelial cells, and fibroblasts. Hematopoietic and endothelial cells were isolated by magnetic separation (MACS cell separator, Miltenyi) with anti-CD45 magnetic beads (Miltenyi, # 130-052-301). The unbound, flow-through fraction was used for endothelial cell isolation utilizing Dynabeads® (Invitrogen by Life Technologies, Carlsbad, CA, USA) coated with anti-CD144 antibodies (BD Pharmingen, Allschwil, Switzerland, # 555289) by magnetic separation. Cells not bound to the magnetic beads or columns were used for cardiac fibroblast enrichment by a plating step with uncoated dishes. After 40 minutes, predominantly DDR2-positive fibroblasts adhered and were used for RNA isolation. The RNA amount obtained from the individual samples was insufficient to enable deep sequencing. Therefore, cells extracted from three mice were pooled to generate enough cells for one of four technical replicate sequencing samples for each timepoint.

### RNA library preparation

Total RNA was isolated from CM, EC, HC and FB using the Qiagen (Hilden, Germany) miRNeasy Kit involving column DNAse digestion. Small RNAs were converted into Illumina compatible libraries using the NEBNext small RNA library Kit from New England Biolabs (NEB), which involves 3′-ligation and 5′-ligation to small RNAs and therefore enriches for 5′-monophosphorylated and 3′-hydroxylated small RNAs, such as miRNA. To account for the exclusion of shorter RNA species and minimize the problem of small RNA size selection, the miRNeasy columns were prepared to counter-select RNAs below 10–15 nt. All four cell types had different RNA yields which depended distinctively on the cell type survivability response over time post-AMI. The variable response resulted in different amounts of cells in samples post-AMI induction and efficacy in cell sorting. This made it difficult to maintain the same RNA input volume for all cell types. This necessitated adjusting the PCR cycles for each cell type to account for the low RNA yield and attain enough volume for library preparation. However, all samples from each cell type were treated equally, thereby avoiding any cross-cell type bias. 

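Libraries of one cell type were made with the same input and number of PCR cycles. FBs and HCs shared both, while CMs and ECs differed from them and from each other, so input and cycles cannot be separated from cell type in comparisons that involve CMs or ECs. Libraries were prepared in batches for each cell type, which leaves batch and cell type inseparable in all comparisons between cell types. The ECs had the lowest input and the highest number of cycles. The median share of reads that aligned to neither a mature miRNA nor a hairpin was 24.0% in CMs, 51.2% in ECs, 16.2% in FBs and 26.1% in HCs. This share also varied between days. In CMs its mean was 53.2% ± 19.8 (SD, n = 4) at D14, against means of 21.4% to 24.9% on the other days. In ECs it was 67.8% ± 6.95 at D28 and 46.8% ± 9.16 at D0, and in HCs 38.4% ± 17.7 at D1 and 22.7% ± 9.02 at D0. A median of 707.5 mature miRNAs was detected per library in CMs, 626.5 in ECs, 857 in FBs and 923 in HCs. Depth also varied within a cell type. In CMs the median count per library was 13600048 at D0 (range 10504090 to 16052359), 15448614 at D1 (range 14195440 to 24279105), 12474632 at D3 (range 9780515 to 18110089), 14670253 at D7 (range 12638115 to 16975435), 5347129 at D14 (range 3327351 to 14938730) and 12075299 at D28 (range 9074955 to 14893526). In ECs it was 4262998 at D0 (range 2105446 to 20465553), 1941913 at D1 (range 724134 to 4555940), 4898388 at D3 (range 1698800 to 29037628), 5575554 at D7 (range 2747532 to 10032936), 3829477 at D14 (range 1149754 to 4863329) and 1232949 at D28 (range 525651 to 3902765). In FBs it was 15151242 at D0 (range 2217588 to 19196750), 24741060 at D1 (range 15374982 to 44703766), 15086137 at D3 (range 10117069 to 21688283), 11040662 at D7 (range 3830872 to 65588543), 16652760 at D14 (range 8902177 to 24196300) and 19357250 at D28 (range 18042542 to 22659909). In HCs it was 27027582 at D0 (range 18286 to 29504666), 6585434 at D1 (range 4684153 to 9808466), 6064657 at D3 (range 3245029 to 24081381), 10873398 at D7 (range 8217355 to 14883797), 12246672 at D14 (range 11853665 to 15402931) and 19271672 at D28 (range 13475728 to 20324019). The shallowest library, replicate 3 of HCs at D0, had counts on 219 mature miRNAs, against 932 to 994 in the other 3 replicates of that group.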

Due to the varying RNA amounts available for each cell type, we used the following parameters for input of total RNA and PCR cycles: CM-500ng 14 cycles, EC-50ng 16 cycles, HC-150ng 15 cycles, FB-150ng 15 cycles. After library amplification, we cut each library from 10% TBE (Tris-Borate-EDTA) PAGE gels, extracting the library size of approximately 140–150 bp which corresponds to 20–30nt miRNAs. The size exclusion of the final library by TBE gels cleavage ensured that the corresponding band of the miRNA were cut and the smear below the shorter RNA (most likely a result of RNA degradation product) were discarded for small RNA size selection. Libraries were then quantified using the Qubit dsDNA HS Assay (Thermo Fisher, Germany). Long RNA was converted into Illumina compatible libraries using the CATS Total RNA-seq Kit v2 with rRNA depletion (Diagenode, Belgium). After the depletion, this procedure involves the fragmentation of RNA, 3 ´-polyadenylation and cDNA synthesis primed by oligo-T. Addition of a template switch oligo in combination with a suitable reverse transcriptase, allows then the generation of double stranded cDNA with adaptor sequences for further amplification. We used the following parameters for input of total RNA before rRNA depletion and PCR cycles: CM-1000ng-10cycles, EC-500ng-13cycles, HC-200ng-13cycles, FB-200ng-13-cycles. We followed the manufacturers instructions for purification and size selection of the final libraries by AMPure beads (Beckmann, Germany) to enrich for approximately 300 bp products. Libraries were checked on Agilent Bioanalyzer DNA HS Kits and quantified using the Qubit dsDNA HS Assay (Thermo Fisher, Germany). All libraries, sRNA and long RNA, were single indexed, quantified by qPCR and cluster pooled accordingly. Illumina sequencing was carried out on a HiSeq. 2500 Platform HO mode. To avoid any cross-contamination, sequencing libraries were prepared in batches for each cell type with an index series of up to 48 indices (NEB catalog). This prevented any sample of a cell batch from having the same index. Other possible cross-contaminations were excluded by the batch preparation of samples.

### Ribo-depleted total RNA-seq analysis

Adaptor sequences were trimmed with TrimGalore [https://github.com/FelixKrueger/.

TrimGalore] based on the library preparation protocol. Salmon^13^ was used for the estimation of gene expression values using transcript alignments from STAR v2.28^14^.*--twopassmode Basic* option was used to map each sample separately to annotated junctions. Mouse annotation from GRCm38.87 with support level 5 was used for annotations of gene coordinates and splice junctions. All remaining parameters were kept unchanged.

### Small RNA-seq analysis

Small RNAs were quantified, following trimming (as in the previous section), using the small RNA-seq analysis pipeline from *nf-core*^15^ [https://nf-co.re/smrnaseq], where the full length of the small RNA reads were used for the pipeline. Reads less than 18 nts in length were filtered out. Normalised counts per million (CPM) estimates were obtained for mature miRNAs (canonical miRNA sequence and their hairpin sequence annotations from miRBase v21^16^).

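CPM were computed here from the counts on mature miRNAs alone, and log2 CPM with 0.5 added to every count, whatever the size of the library. In a shallow library this places a count of 0 high, as in replicate 3 of HCs at D0. The TMM factors, which rescale each library so that the typical miRNA stays level between libraries, lay between 0.289 and 2.04 in CMs, and the 4 libraries at D0 held the lowest of them (0.289 to 0.357). They lay between 0.716 and 1.34 in ECs, between 0.78 and 1.25 in FBs and between 0.752 and 1.22 in HCs. With library size as the only scaling, the median log2 fold change of all tested miRNAs in CMs was 1.42 at D1, 2.37 at D3, 2.67 at D7, 2.99 at D14 and 1.99 at D28. After TMM scaling these medians were 0.20, 0.44, 0.35, 0.41 and 0.25. In HCs the largest median under library size alone was 0.59 at D7, in FBs 0.38 at D3 and in ECs 0.36 at D7. On the plain CPM scale the typical miRNA of CMs was therefore higher on every day after MI than at D0. Changes in CMs are reported on the TMM scale, and the CPM scale is named where it gives another direction.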

## Data Records

Small RNA-seq and total RNA-seq data were deposited into the Gene Expression Omnibus database under accession number GSE252028^17^ Analyzed data and scripts to generate the figures are available on Zenodo under the 10.5281/zenodo.13694457^18^.

## Technical Validation

### RNA integrity

RNA quantity was fluorometrically measured using the Qubit 4 (Thermo Fisher, Germany) RNA HS Assay Kit and RNA integrity was verified using the Agilent Bioanalyzer RNA Pico chips.

### Cell type isolation

The efficiency of the isolation was verified using cell type-specific marker gene expression (Fig. 2A). These cell type-specific markers were used from previously reported markers in Rogg *et al*.^12^. The marker genes clearly showed higher normalized expression in their respective cell types compared to other cell types.

**Fig. 2:**
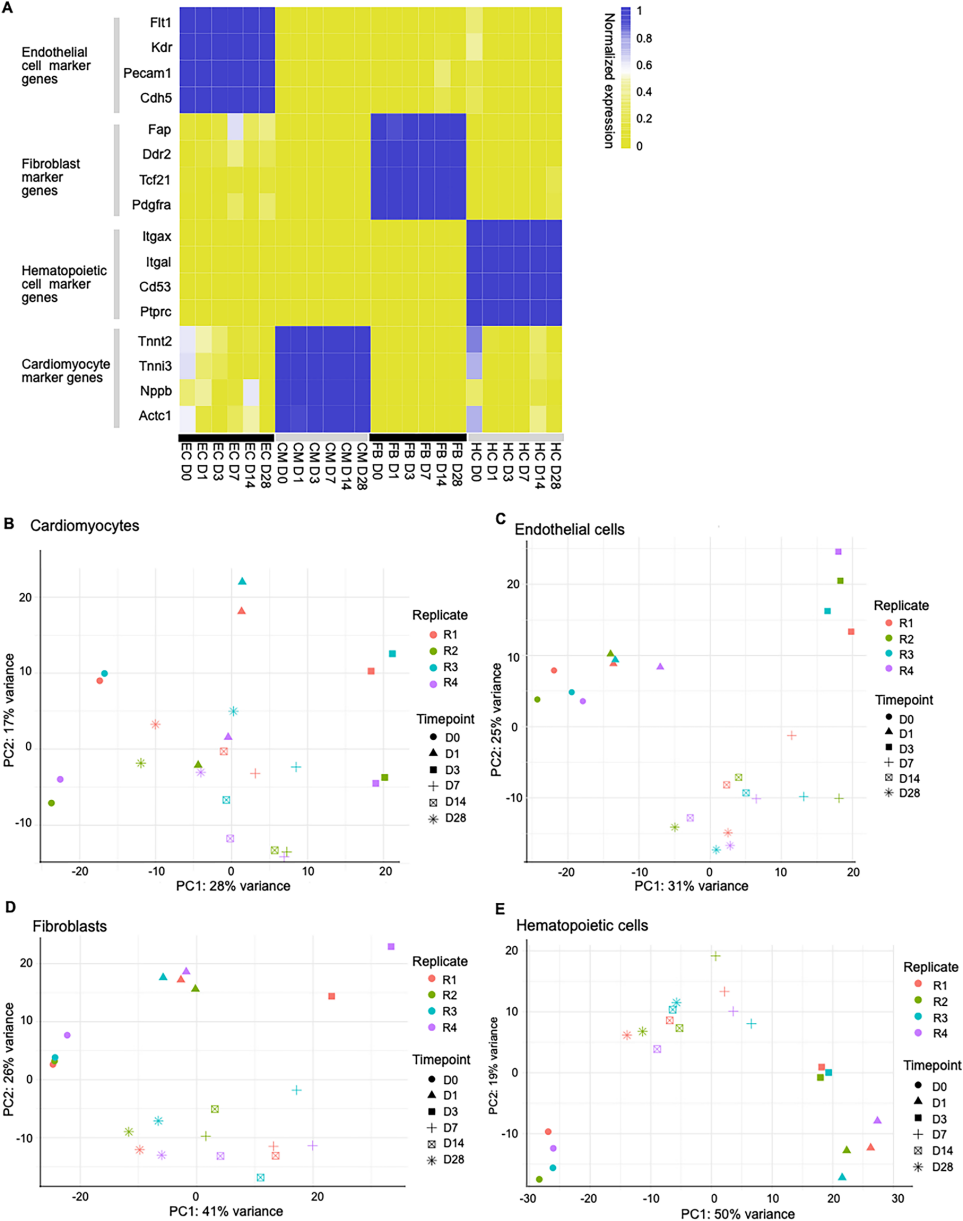
Cell type marker gene expression and sample distributions based on total RNA-seq data. (**A**) Marker gene expression for all cell types in all timepoints illustrate cell isolation efficiency. Gene expression was normalized per gene to range [0,1]. (**B**–**E**) Principal component analysis of gene expression value estimates with ribo-depleted total RNA-seq for samples after outlier removal in (**B**) CMs, (**C**) ECs, (**D**) FBs, and (**E**) HCs.

### Detection and removal of outlier samples

For reliability in downstream analysis and to reduce sample variability, we removed the outlier samples. Outliers are the replicate samples with most variance within the sample group for a timepoint. Principal component analysis (PCA) was performed to detect outlier samples from total RNA-seq for all cell types. After PCA, replicate sample distributions were compared for each timepoint. Two replicates were removed as outliers from D3 in FBs and one from D28 in HCs, final plots shown in Fig. 2B–E. Multi-dimensional scaling (MDS, or Principal Coordinate Analysis), an alternative to PCA, is preferred for small RNA-seq samples due to a smaller number of features compared to RNA-seq [https://github.com/nf-core/smrnaseq]. 

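Distances between the libraries of one cell type were computed as in an MDS plot of edgeR. They are the root mean square of the 500 largest log2 differences of each pair, or of all where fewer miRNAs were tested. All were used in CMs (484 miRNAs) and ECs (421), and the largest 500 in FBs (of 563) and HCs (of 608). Distances are therefore not one measure across the cell types. Among ECs at D28, the mean distance to the other 3 replicates was 1.67 for replicate 1, 1.71 for replicate 2, 1.90 for replicate 3 and 1.69 for replicate 4. Among FBs at D0 it was 0.84 for replicate 1, 1.35 for replicate 2, 0.88 for replicate 3 and 0.86 for replicate 4. Among HCs at D0 it was 1.81, 1.78 and 1.81 for replicates 1, 2 and 4, and 4.24 for replicate 3. The farthest replicates had 636084 counts (ECs), 2217588 counts (FBs) and 18286 counts (HCs). They were also the farthest with library size as the only scaling and by Spearman correlation. In ECs at D28 the farthest replicate stood only slightly beyond the next one. All libraries were used in the values given for each cell type, and the results without these 3 libraries were computed as an alternative.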

After comparing small RNA-seq sample distribution around each time point using MDS, one replicate from D28 in ECs, one from D0 in HCs and one from D0 in FBs were removed. Final MDS analyses plots after outlier removal are shown in Fig. 3A–D.

**Fig. 3:**
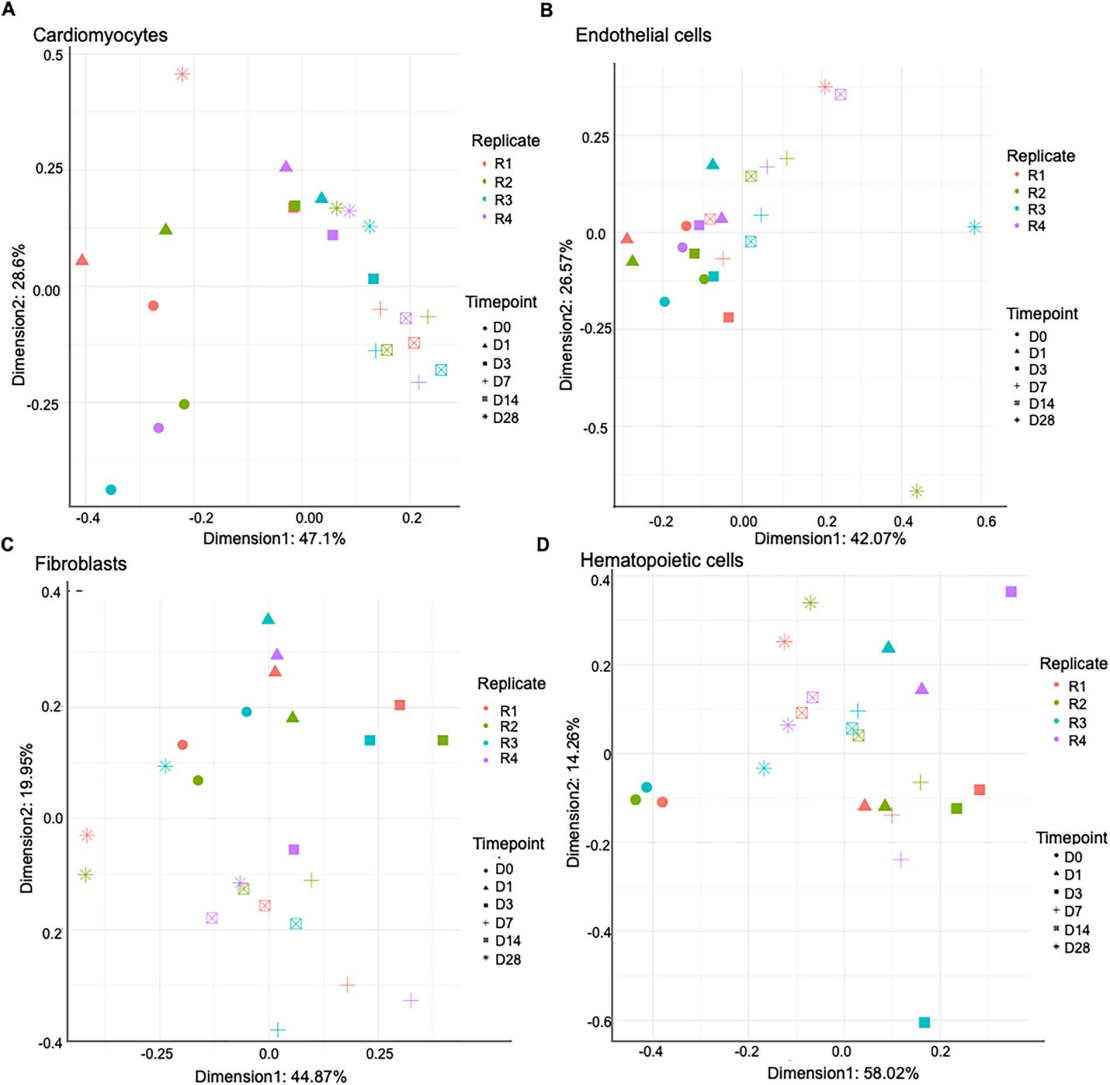
Sample distributions based on small RNA-seq. (**A**–**D**) Multidimensional scaling using the small RNA-seq in all four cell types *viz*. (**A**) CMs (**B**) ECs (**C**) FBs (**D**) HCs. This shows the variance of samples after outlier removal, as explained by small RNA-seq profiles.

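With all 24 libraries of a cell type, the first MDS dimension held 62.6% of the variance in CMs, 34.9% in ECs, 32.1% in FBs and 57.3% in HCs, and the second held 9.04%, 18.7%, 20.5% and 18.6%. Without replicate 4 of the 3 groups of which Fig. 3 plots only replicates 1 to 3, the first dimension held 36.2% in ECs, 31.7% in FBs and 58.9% in HCs. The mean distance between libraries of the same day was 0.865 ± 0.298 (SD over pairs) in CMs and that between libraries of different days 1.33 ± 0.534. The corresponding distances were 0.897 ± 0.444 and 1.23 ± 0.432 in ECs, 0.738 ± 0.212 and 1.06 ± 0.234 in FBs, and 1.04 ± 0.991 and 1.45 ± 0.957 in HCs. The nearest library came from the same day for 24 of 24 FB libraries, 22 of 24 HC libraries, 20 of 24 CM libraries and 13 of 24 EC libraries.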

### Verification of known candidates

To check the sanity of the total and small RNA-seq generated for all four isolated cell types after AMI, we investigate the expression dynamics of known genes and miRNAs either associated with cardio-specific mechanisms or enriched at certain time points following AMI in a cell type.

#### Expression dynamics of reported genes

In cardiomyocytes, *Actb* (beta-actin or β-actin) has been found enriched at D3-D7 post-MI in heart tissue measurements and is known to play a role in cellular responses to stress^19^. Indeed, we found *Actb* to have the highest expression at D3 in CMs (Fig. 4A), the most abundant cell type in the heart. After myocardial infarction, there is an increase in β-actin dynamics in adult cardiomyocytes. This change is associated with localization of β-actin at Z-discs, costameres, and cell termini, improved contractility of cardiomyocytes and potential involvement in the hypertrophic response. In another example, anti-apoptotic proteins such as *Bcl2*, are known to remain highly expressed after MI^20^. We found that *Bcl2* showed a late response with increasing expression after MI induction (Fig. 4B)^21^.

**Fig. 4:**
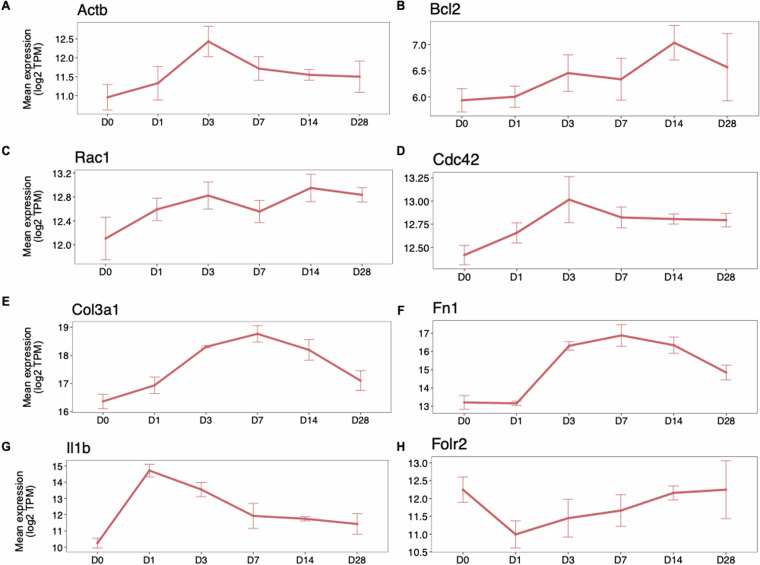
Gene expression dynamics post AMI. Gene expression dynamics (mean TPM over all replicates in each timepoint, log2) of (**A,B**) *Actb* and *Bcl2* in CMs; (**C,D**) *Rac1* and *Cdc42* in ECs, (**E,F**) *Col3a1* and *Rpl34* genes in FBs and (**G,H**) *Il1b* and *Folr2* in HCs at all timepoints after MI. The error bars show the variance over the replicates at each timepoint.

Activation of RhoA signalling provides cardioprotection against stress^22^. *Rac1* and *Cdc42*, from the RhoA family, have been reported to respond to shear stress in endothelial cells and are involved in various functions, such as cytoskeletal dynamics, cell migration and angiogenesis after MI^23,24^. *Rac1* and *Cdc42*, showed upregulation in ECs (Fig. 4C,D) in our stress condition, but with noticeable differences in expression dynamics after D7.

Cardiac fibroblasts produce extracellular matrix (ECM) that provides mechanical support and transduces essential molecular signals. Following myocardial infarction, ECM changes dynamically and drives inflammation and repair^25^. Cardiac fibroblasts synthesize and secrete ECM proteins such as collagen (*Col3a1*, Fig. 4E) and fibronectin (*Fn1*, Fig. 4F). As expected, the expression of both genes increases from D1 as scar formation is part of the healing process in the injured heart. Then expression reduces after D7 when the acute repair phase is over.

Hematopoietic cells promote both cardiomyocyte death and inflammation as an immediate response, and facilitate the regeneration of damaged heart muscles post AMI^26^. After the wound is cleared from dead cells and matrix debris, endogenous inhibitory signals suppress IL-1 response resulting in inflammation repression and inflammatory infiltrate resolution^27^. We indeed found pro-inflammatory cytokine *Il1b* (Interleukin-1beta) response peaked expression at D1, with suppressed expression in the following timepoints (Fig. 4G). Macrophages are known to function as key regulators of tissue repair, regeneration and fibrosis and show immediate response to injury^28^. Upon cardiac injury, resident macrophage marker *Folr2* (folate receptor)^29^ gene expression reduced at D1 and gradually increased thereafter (Fig. 4H).

These various examples from all major heart cell types illustrate that the provided time-series resolution data not only support previous knowledge, but provides additional insight into early and late stress response and adaptation. Understanding the roles of these and other genes could provide insight into the development of new therapeutic strategies for improving cardiac recovery after infarction.

#### Expression dynamics of reported miRNAs

After AMI induction, each cell type showed distinct mature miRNA expression profiles. 

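Each of the 96 libraries had a library of its own cell type as its nearest neighbour. Over 712 tested miRNAs, 116 were enriched in CMs, 63 in ECs, 113 in FBs and 127 in HCs, with a log2 fold change of at least 1 against each of the other 3 cell types and an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The highest CPM among the enriched miRNAs were those of miR-1a-3p in CMs (505170 as a mean over 24 libraries), miR-126a-3p in ECs (192940), miR-199a-3p in FBs (45844) and miR-21a-5p in HCs (102030). The sequence of miR-199a-3p is shared with miR-199b-3p, and both were listed with identical counts in all 96 libraries. The counts of enriched miRNAs depended on the scaling, and with library size alone 38 were enriched in CMs and 226 in HCs.

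Against D0, the number of miRNAs changed in CMs was 121 at D1 (66 higher, 55 lower), 267 at D3, 334 at D7, 325 at D14 and 263 at D28 of 484 tested. In ECs none of 421 passed at D1, where 17 had an unadjusted p under 0.05, and 74 changed at D3, 95 at D7, 61 at D14 and 198 at D28. In FBs 45 of 563 changed at D1, 242 at D3, 257 at D7, 139 at D14 and 38 at D28. In HCs 330 of 608 changed at D1, 359 at D3, 301 at D7, 171 at D14 and 146 at D28. The differences between cell types in these counts were not tested. A test over all 6 days found 357 miRNAs changed in CMs (73.8%), 245 in ECs (58.2%), 384 in FBs (68.2%) and 447 in HCs (73.5%). The count for CMs at D1 moved most with the processing, to 298 (287 higher, 11 lower) with library size alone and to 3 when the libraries of D0 and D1 were fitted without the other days. Leaving out single libraries moved it between 46 (without replicate 3 of D1) and 192 (without replicate 1 of D0). In CMs the changes between D0 and D7 were correlated across 191 miRNAs with the leading axis of variation between EC replicates of one day (absolute Spearman's rho 0.715). That axis rested largely on the EC libraries of D28 and on replicate 4 of D14.

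The miRNAs that changed most, among those with a mean of at least 100 CPM and with every library of the day on one side of every D0 library, rose in CMs by a log2 fold change of 4.34 for miR-29b-3p at D7 (standard error 0.60, adjusted p = 2.3e-06) and fell by 4.87 for miR-148a-3p at D14 (standard error 0.80, adjusted p = 1.7e-05), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In CMs, miR-339-5p at D14 (3.43) and miR-151-3p at D7 (-4.76) followed. The size of these changes depended on the scaling, and with library size alone they were 6.69 for miR-29b-3p, -2.28 for miR-148a-3p, 6.01 for miR-339-5p and -2.44 for miR-151-3p, with the same directions and past the threshold. The mean CPM of miR-29b-3p were 19.4 ± 6.22 (SD, n = 4) at D0 and 2005 ± 1773 (SD, n = 4) at D7. In CMs a mean of 53.2% of reads stayed unaligned at D14, against 21.4% at D0. In ECs the largest rise was that of miR-34c-5p at D3, from 21.1 ± 5.01 to 275 ± 57.2 CPM (SD, n = 4 each), a log2 fold change of 3.66. The other large changes in ECs were those of miR-122b-3p (3.22), miR-145a-5p (-2.45) and miR-499-5p (-2.42) at D28. In the marker list used here, miR-499-5p stands for cardiomyocytes and miR-145a-5p for mural cells. Less RNA of these cells in the EC isolates stays open for both falls and was not tested. The counts of miR-122b-3p were nearly equal to those of miR-122-5p (79613 and 81512 in total). In FBs, miR-20a-5p (2.38) and miR-7b-5p (2.34) rose most and miR-676-3p (-1.53) and miR-328-3p (-1.47) fell most, all at D3. In HCs, miR-210-3p (3.07) and miR-7a-5p (2.16) rose most and miR-125a-5p (-2.76) and miR-486a-5p (-2.72) fell most, also at D3. The counts of miR-486a-5p were identical to those of miR-486b-5p in every library. All of these had adjusted p-values of 0.00023 or less from the same test and kept their direction in each of the 8 fits that left out one library of the groups compared.

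**Figure D1:**
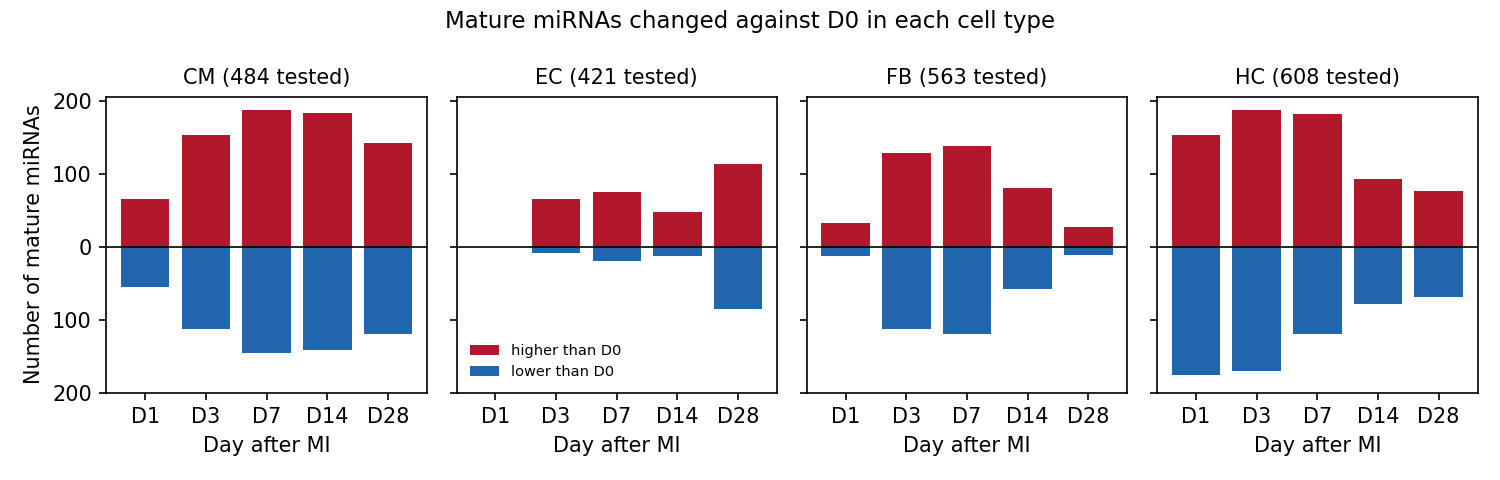
Number of mature miRNAs with an adjusted p under 0.05 against D0, for each day after MI (horizontal axis) and each cell type (panels). Bars above 0 count miRNAs higher than at D0 and bars below 0 count miRNAs lower than at D0; the tallest pair of bars stands at D7 in CMs (188 higher, 146 lower), at D28 in ECs (113 and 85), at D7 in FBs (138 and 119) and at D3 in HCs (188 and 171).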

Most clinical studies have focused on functional and physiological effects of miRNA genes. miRNAs undergo differential processing, primarily in the event of stress^30^. This affects the biogenesis of mature miRNA arms (3p and 5p) and results in relative arm abundance differences along the AMI time course. 

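The relative abundance of the arms was measured as the log2 ratio of 5p to 3p counts of a hairpin, with 0.5 added to each count, for hairpins with a mean of at least 10 counts on each arm. Over the 6 days the ratio changed for 70 hairpins in CMs (70.7% of those tested), 42 in ECs (40.4%), 73 in FBs (49.7%) and 24 in HCs (15.8%), with an adjusted p under 0.05 from limma's F test with Benjamini-Hochberg adjustment. The count in HCs moved most with the processing, to 53 without replicate 3 of D0, the library with 18286 counts. The ratio does not depend on the scaling of a library. In CMs the ratio of miR-106b moved most among the hairpins with a mean of at least 50 counts on each arm. It went from -5.31 ± 0.66 (SD, n = 4) at D0 to 1.53 ± 0.58 (SD, n = 4) at D14 (adjusted p = 9.1e-06, limma's F test with Benjamini-Hochberg adjustment). The 5p arm of miR-106b had only 12 to 16 counts per CM library at D0. The ratio of miR-151 went from -5.10 ± 1.30 at D0 to 1.26 ± 0.36 at D14 in CMs. Replicates of CMs at D1 lay far apart, with an SD of 2.24 for miR-106b and 2.00 for miR-151. In ECs the ratio of miR-342 went from -4.85 ± 0.56 at D0 to -1.84 ± 1.08 at D28. That of let-7i was 10.17 ± 0.33 at D0, and its rise at D28 rested on at most 9 counts of the 3p arm per library. In FBs the ratio of miR-154 was 2.84 ± 0.64 at D0, 0.62 ± 0.20 at D3 and 3.18 ± 0.46 at D28. The 3p arm of miR-154 had 4 to 36 counts per FB library at D0. The ratio of miR-376b in FBs was 1.16 ± 0.33 at D0 and -0.94 ± 0.69 at D3. In HCs, replicate 3 of D0 had 0 counts on both arms of miR-503 and miR-467b, which gives a ratio of 0 that measures nothing. Without that library, the ratio of miR-503 was 1.58 ± 0.29 (SD, n = 3) at D0 and 3.91 ± 0.79 (SD, n = 4) at D3 (adjusted p = 6.5e-05 over the 6 days, limma), and that of miR-467b was 2.00 ± 0.34 (SD, n = 3) at D0 and -0.34 ± 0.28 (SD, n = 4) at D1 (adjusted p = 2.8e-06, limma). All other SDs are over 4 libraries.

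**Figure D2:**
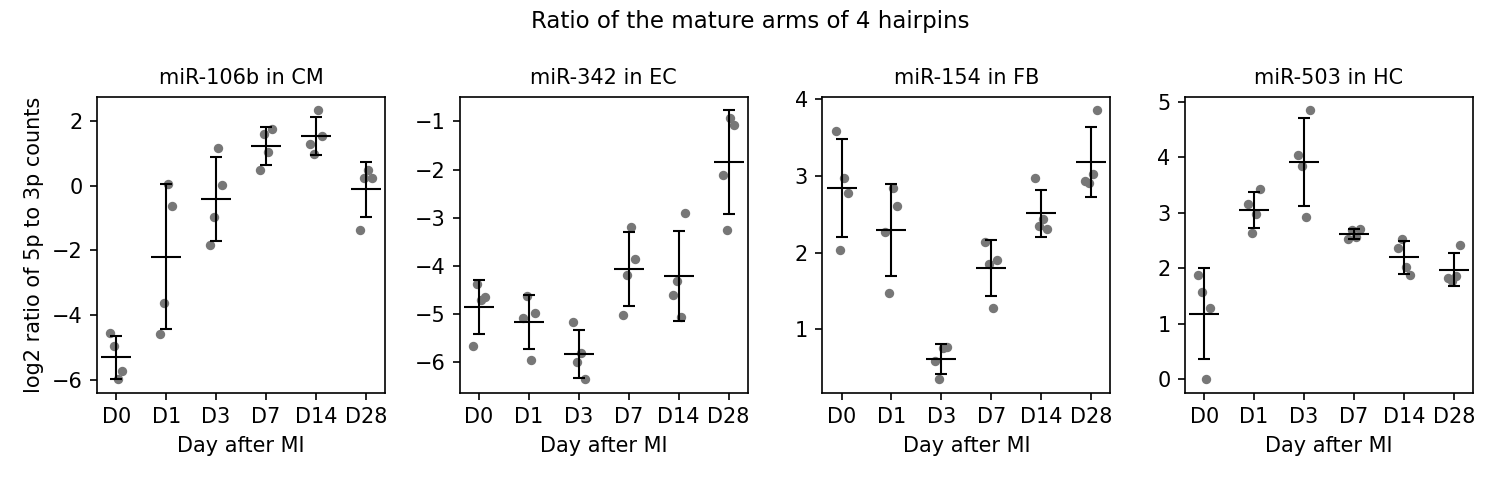
Log2 ratio of 5p to 3p counts (vertical axis) on each day (horizontal axis) for miR-106b in CMs, miR-342 in ECs, miR-154 in FBs and miR-503 in HCs. Each point is 1 library, the horizontal mark is the mean and the bar is the SD of 4 libraries; the mean for miR-106b goes from -5.31 at D0 to 1.53 at D14. The point at 0 for miR-503 at D0 is replicate 3, which had 0 counts on both arms, and the mean of that day includes it.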

Each mature arm is capable of repressing a distinct target gene repertoire^31^ and thereby regulating distinct functions. With small RNA-seq measurements at six timepoints after AMI in four cell types, we investigated mature arm expression dynamics of reported miRNAs in all cell types.

miR-208, one of the early diagnostic markers of myocardial infarction, is essential for many myocardial functions and diseases^32^. Both arms of CM-specific miR-208a^33^, showed a sustained increase in expression upon MI (Fig. 5A) compared to other cell types. 

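The hairpin of miR-208a (Mir208a) lies on chromosome 14 of GRCm38 from 54949060 to 54949142 on the minus strand, in an intron of Myh6 on the same strand. Its 83-base sequence is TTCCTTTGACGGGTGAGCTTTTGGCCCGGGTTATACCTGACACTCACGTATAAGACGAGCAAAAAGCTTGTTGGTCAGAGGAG. On the TMM scale, log2 CPM of miR-208a-3p in CMs were 8.43 ± 0.41 (SD, n = 4) at D0, 9.11 ± 0.57 at D1, 10.52 ± 0.13 at D7, 10.17 ± 0.52 at D14 and 10.00 ± 0.46 at D28. On this scale the rise was not past the threshold at D1 (log2 fold change 0.71, adjusted p = 0.084) or D3 (0.66, adjusted p = 0.068), and was so at D7 (2.05, adjusted p = 8.2e-06) and D14 (1.77, adjusted p = 3.7e-05), each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At D28 the log2 fold change was 1.58 (standard error 0.31, adjusted p = 0.00025 from the edgeR test), and it lay between 1.37 and 1.73 with each library left out in turn. With library size as the only scaling the log2 fold change was 2.08 at D1, 2.62 at D3 and 3.42 at D28, past the threshold on each of these days. The counts of miR-208a-5p in CMs were far lower, 19 to 47 per library at D0 and 130 to 516 at D28. Its log2 fold change was 1.06 at D7 and 1.49 at D28 (standard error 0.38, adjusted p = 0.0021 from the edgeR test), and it also passed the threshold at D14. For both arms every CM library at D28 lay above every one at D0 (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow).

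In ECs miR-208a-3p fell, with a log2 fold change of -2.10 at D28 (standard error 0.46, adjusted p = 0.00062, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in HCs it fell by 1.80 (standard error 0.29, adjusted p = 2.7e-05, same edgeR test). Its log2 CPM at D0 were 5.40 ± 0.47 in ECs and 6.82 ± 0.45 in HCs (SD, n = 4 each), where replicate 3 had 1 count. In FBs its mean over all days was 2.00 CPM, and its change at D28 did not pass the threshold (-1.71, adjusted p = 0.15, same edgeR test). In FBs miR-208a-5p had at most 3 counts in every FB library at D0, D7, D14 and D28. The change at D28 in CMs minus the mean change in the other 3 cell types was 3.68 for the 3p arm (standard error 0.52, adjusted p = 7.1e-09) and 3.84 for the 5p arm (standard error 0.79, adjusted p = 3.1e-05), from the interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At D1 the differences were smaller, 1.53 for the 3p arm (adjusted p = 0.018) and 1.16 for the 5p arm (adjusted p = 0.19, short of the threshold), from the same test. For the 3p and 5p arms they were 1.85 and 1.90 at D3, 3.63 and 3.74 at D7 and 3.27 and 2.81 at D14, all past the threshold. Part of the differences at D28 came from the falls in ECs and HCs. As a mean over days, miR-208a-3p stood at 1.96% of its CM level in ECs, where miR-499-5p stood at 2.96%, miR-1a-3p at 14.4% and miR-133a-3p at 27.0%. In HCs miR-499-5p stood at 6.37%, miR-1a-3p at 12.2% and miR-133a-3p at 10.8% of their CM level.

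Replicate CM libraries of one day also differed in miR-208a-3p. In the 16 CM libraries of days other than D0 and D7, its deviations from the mean of the day followed the leading axis of variation between replicates, computed from the other miRNAs (Pearson's r 0.733, Spearman's rho 0.732, permutation p = 4e-04). The adjusted p was 0.00187 over 14 such relations, by the Benjamini-Hochberg method on permutation p-values, and r was 0.571 without the 2 libraries farthest from the median of the axis. Along that axis, the other miRNAs predicted a change of 1.35 (standard error 0.38) of the 2.09 observed for miR-208a-3p between D0 and D7. For miR-208a-5p they predicted 1.88 (standard error 0.24), more than the 1.14 observed. With the axis taken from days other than D0 and D28, they predicted at D28 1.02 (standard error 0.33) of 1.57 for miR-208a-3p and 1.60 (standard error 0.25) of 1.55 for miR-208a-5p.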

Another example of an endothelial-specific miRNA is miR-126, known to be a key player for endothelial function and integrity after MI^34^. Both of its mature arms showed a moderate decrease in expression over time in ECs. 

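The hairpin of miR-126a (Mir126a) lies on chromosome 2 of GRCm38 from 26591357 to 26591429 on the plus strand. There the annotation gives an exon of some transcript of Egfl7, not necessarily of all, and an intron of Gm20532. Its 73-base sequence is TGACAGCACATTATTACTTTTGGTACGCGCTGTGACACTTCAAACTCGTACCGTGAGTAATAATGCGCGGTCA. Log2 CPM of miR-126a-3p in ECs (TMM scale) were 17.65 ± 0.22 (SD, n = 4) at D0, 17.82 ± 0.14 at D1, 17.56 ± 0.19 at D3, 17.33 ± 0.15 at D7, 17.59 ± 0.19 at D14 and 17.24 ± 0.28 at D28. No day passed the threshold for this arm, and the largest change was a log2 fold change of -0.40 at D28 (standard error 0.17, adjusted p = 0.056, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries of D0 and D28 overlapped (two-sided exact permutation test on log2 CPM, p = 0.0857). With each library left out in turn it lay between -0.68 and -0.31, with adjusted p-values between 0.00027 and 0.17 (edgeR test), and 2 of these 8 fits passed the threshold. All 8 passed, between -0.69 and -0.51, when the filter on low counts was also repeated, an alternative chosen after seeing the data. Over the alternatives that left out no single library in turn it lay between -0.67 and -0.34, with adjusted p-values between 0.039 and 0.13 (DESeq2's Wald test or the edgeR test). For miR-126a-5p, log2 CPM were 12.31 ± 0.26 at D0, 12.54 ± 0.26 at D1, 12.45 ± 0.17 at D3, 11.87 ± 0.32 at D7, 11.88 ± 0.62 at D14 and 10.71 ± 1.16 at D28. Its log2 fold change at D28 was -1.34 (standard error 0.34, adjusted p = 0.0021, edgeR test), and -0.43 at D7 and -0.36 at D14 did not pass (adjusted p = 0.41 and 0.51, edgeR test). Every EC library at D28 lay below every one at D0 for this arm (exact permutation test, p = 0.0286), and the change lay between -1.97 and -1.02 with each library left out. The miRNA miR-126b-3p, from the opposite strand of the same locus, was listed with nearly the same total count as miR-126a-5p (1609368 and 1608810) and with identical counts in 13 of 96 libraries.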

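In CMs, log2 CPM of the 3p arm of miR-126a on the TMM scale were 14.31 ± 0.39 (SD, n = 4) at D0, 14.04 ± 0.50 at D1, 13.78 ± 0.12 at D3, 13.47 ± 0.21 at D7, 13.47 ± 0.25 at D14 and 13.89 ± 0.37 at D28. The log2 fold change of miR-126a-3p was -0.24 at D1 (adjusted p = 0.46) and -0.56 at D3 (standard error 0.24, adjusted p = 0.053), short of the threshold, and -0.87 at D7 (adjusted p = 0.0032), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The libraries of D0 and D3 overlapped on this scale (two-sided exact permutation test, p = 0.0571). With library size as the only scaling the direction was the opposite. Log2 CPM of miR-126a-3p then rose from 12.68 ± 0.47 (SD, n = 4) at D0 to 14.08 ± 0.19 at D3 (exact permutation test, p = 0.0286), with a log2 fold change of 1.36 (adjusted p = 8.2e-06, edgeR test), where the median of all miRNAs rose by 2.37. The fall on the TMM scale is a fall relative to that median. The change at D3 passed the threshold with DESeq2 (-0.53, adjusted p = 0.016, DESeq2's Wald test) and with the replicate number as a block (-0.54). It also passed in 4 of the 8 fits that left out one library, and over these 8 fits it lay between -0.74 and -0.47. Without a filter on low counts it was -0.24 (adjusted p = 0.64, edgeR test). The largest change was that without replicate 2 of D0. In the 16 CM libraries of days other than D0 and D7, miR-126a-3p also followed the leading axis of variation between replicates of one day, with a Pearson's r of -0.835 and a Spearman's rho of -0.844 (permutation p = 0.0023, Benjamini-Hochberg adjusted 0.00537) and an r of -0.726 without the 2 libraries farthest from the median of the axis. The 5p arm of miR-126a rose in CMs, with a log2 fold change of 1.61 at D3 (standard error 0.44, adjusted p = 0.0038, edgeR test).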

In CMs, however, the 3p arm showed a rapid decrease until D3 (Fig. 5B). miR-21, mostly reported in association with hematopoietic cells^35^, is known to have a significant increase in expression at day 1 and 3 in a myocardial infarct heart^36^. 

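The hairpin of miR-21a (Mir21a) lies on chromosome 11 of GRCm38 from 86584067 to 86584158 on the minus strand. There the annotation gives an exon of some transcript of Vmp1, not necessarily of all. Its 92-base sequence is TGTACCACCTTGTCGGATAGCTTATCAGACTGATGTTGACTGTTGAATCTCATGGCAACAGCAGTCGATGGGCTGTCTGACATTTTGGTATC. In HCs, log2 CPM of miR-21a-5p on the TMM scale were 15.41 ± 0.26 (SD, n = 4) at D0, 16.21 ± 0.27 at D1, 16.97 ± 0.21 at D3, 17.06 ± 0.32 at D7, 16.81 ± 0.11 at D14 and 16.47 ± 0.19 at D28. The log2 fold change of miR-21a-5p was 0.79 at D1 (adjusted p = 0.00031), 1.55 at D3 (adjusted p = 2.7e-08) and 1.66 at D7 (standard error 0.17, adjusted p = 2.1e-08), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was 1.38 at D14 and 1.05 at D28. Every HC library at D7 lay above every one at D0 (two-sided exact permutation test, p = 0.0286), and the change at D7 passed the threshold in each of the 8 fits that left out one library. For miR-21a-3p, which had 99 to 146 counts in replicates 1, 2 and 4 of D0 and 136 to 491 counts at D1, the log2 fold change was 2.604 at D1 (standard error 0.31, adjusted p = 1.9e-07), 3.30 at D3 and 2.29 at D7, from the edgeR test. It lay between 2.43 and 2.74 at D1 with each library left out. Replicate 3 of D0 had 0 counts of miR-21a-3p among 18286, which allows up to 164 CPM. The exact permutation test between D0 and D1 (p = 0.0571) includes that library, whose log2 CPM comes only from the 0.5 added to its count, and so decides nothing. In replicates 1, 2 and 4 of D0, miR-21a-3p had 3.74, 4.67 and 4.95 CPM, and the lowest value at D1 was 25.2 CPM.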

In HCs, indeed the 5p arm showed upregulation until D7 (Fig. 5C), while the 3p arm showed significant upregulation at D1 post AMI.

**Fig. 5:**
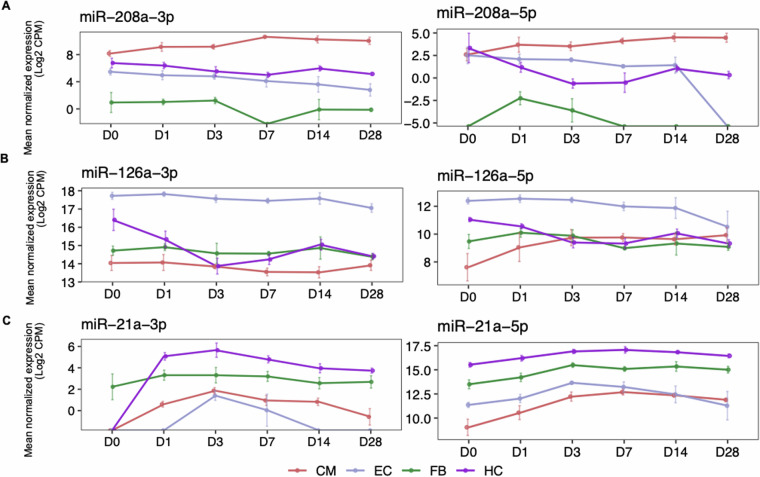
Expression dynamics of previously reported AMI-associated miRNAs among cell types. (**A**–**C**) Comparison of the expression dynamics (mean counts per million or CPM over all replicates at each time point) of mature arms of known cell type-specific miRNAs (**A**) miR-208a (**B**) miR-126a and (**C**) miR-21a in all cell types upon AMI. The error bars at each timepoint show the variance over the replicates.

These analyses not only establish the quality of the dataset but also illustrate that the expression atlas can be used to investigate both arms derived from a miRNA gene, and compare their abundance between cell types. In addition, computational approaches that integrate paired small RNA and total RNA measurements enable investigation of small RNA regulatory dynamics and effects on gene regulation post AMI^37^.

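The log2 ratio of 5p to 3p counts of miR-208a in CMs was -5.54 ± 0.51 (SD, n = 4) at D0, -6.49 ± 0.24 at D7 and -5.56 ± 0.27 at D28. Over the 6 days this ratio did not change past the threshold (adjusted p = 0.068, limma's F test with Benjamini-Hochberg adjustment). That of miR-126a went from -6.42 ± 0.68 at D0 to -3.79 ± 0.36 at D7 in CMs (adjusted p = 0.0012, limma) and from -5.34 ± 0.24 at D0 to -6.54 ± 1.00 at D28 in ECs (adjusted p = 0.025, limma). The ratio of miR-21a in HCs was 13.01 ± 0.10 (SD, n = 3) at D0 without replicate 3, which had no counts of the 3p arm, and 11.12 ± 0.39 at D1 (adjusted p = 7.7e-06 over the 6 days, limma). With that library the D0 mean was 12.36 ± 1.29 (adjusted p = 0.016, limma), and at D28 it was 12.70 ± 0.36.

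Between cell types, the mean CPM of miR-126a-3p over 24 libraries were 192940 in ECs, 34877 in HCs, 26927 in FBs and 15708 in CMs, and those of miR-208a-3p were 1228 in CMs, 62.6 in HCs, 24.0 in ECs and 2.00 in FBs. In HCs miR-126a-3p fell by 2.43 on the log2 scale between D0 and D3 (standard error 0.25, adjusted p = 9.4e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the same days the 47 other miRNAs enriched in ECs and tested in HCs had a median log2 change of -0.385, against 0.019 for all miRNAs, and 33 of them fell. In CMs miR-21a-5p rose by a log2 fold change of 3.11 at D7 (standard error 0.36, adjusted p = 4.1e-07, edgeR test), and the axis of variation between replicates of one day predicted 1.23 (standard error 0.28) of the 3.29 observed as a difference of mean log2 CPM. From the dynamics of both arms in the 4 cell types, the paper states that the atlas can be used to examine both arms of a miRNA gene and to compare their abundance between cell types.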

## Data Availability

All scripts for the analysis used to generate the processed data and the visualizations in the manuscript are available on Zenodo under https://zenodo.org/records/14929916^18^.

How the deposited data were processed for this re-analysis (not part of the article)

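Small RNA was measured in 96 libraries from CMs, ECs, FBs and HCs of mouse hearts, with 4 libraries at each of D0, D1, D3, D7, D14 and D28. Each library was made from RNA pooled from 3 mice, or from 2 where a sample was missing. The total RNA-seq data of the study were not analysed here. The authors trimmed adaptors, removed short reads and aligned the reads to the mature sequences of miRBase and then to its hairpins with the nf-core small RNA-seq pipeline. The values they deposited are raw counts of alignments per mature miRNA or hairpin, 1 table of each kind per library and 192 in all. The paper's text does not name the version of the pipeline or the aligner settings. A read that aligns equally well to several sequences was counted in a way the tables do not show, and 77 mature miRNAs, in 32 sets, were listed with counts identical to those of another. The number of alignments to hairpins exceeded the number of reads behind them in all 96 libraries, by a factor of 1.17 to 2.40, so the hairpin counts were used only for one alternative scaling of CPM. The tables hold a line for reads with no match, which names no miRNA. It held 25.6% to 83.0% of the total in the mature tables and was kept out of library sizes and tests.

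Conditions and replicates were taken from the labels of the samples and checked against the paper. All 96 libraries were kept in the values given at each result. The paper removed 1 replicate each from ECs at D28, FBs at D0 and HCs at D0 without naming it in its text. The results were therefore also computed without the replicate that Fig. 3 does not plot in these groups, and without the replicate farthest from the others. Whether Fig. 3 keeps the deposited replicate numbers is not stated, so the set named after Fig. 3 may not be the set the paper used. The paper states that the 4 pools of a cell type at one time point came from the same animals as those of the other cell types, and does not state that equal replicate numbers mark one pool.

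Changes against D0 were tested within each cell type on its 24 libraries, with edgeR 4.0.16 in R 4.3.3. Counts were scaled with TMM factors, miRNAs with low counts were removed with filterByExpr, and the quasi-likelihood test was applied to each day and to all days together, with Benjamini-Hochberg adjustment and a threshold of 0.05. This left 484 miRNAs in CMs, 421 in ECs, 563 in FBs and 608 in HCs. Enrichment in a cell type was tested on all 96 libraries and 712 miRNAs and required a log2 fold change of at least 1 against each other cell type. Arm ratios were tested with limma 3.58.1 on the log2 ratio of counts with a pseudocount of 0.5, for hairpins with a mean of at least 10 counts on each arm. Single comparisons of 4 libraries against 4 were also tested with an exact permutation test on log2 CPM, two-sided over 70 arrangements. MDS distances used a prior count of 2 and the top 500 miRNAs of each pair, or all miRNAs in CMs and ECs, where fewer were tested. Relations between miRNAs and the axis of variation between replicates were tested with 10000 permutations. That axis was the first singular vector of log2 CPM (TMM scale) after the mean of each day was subtracted, over 191 miRNAs with a mean of at least 10 CPM in each cell type. Permutations for single miRNAs were made within days. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Positions and sequences of hairpins came from the GENCODE annotation and the genome sequence of GRCm38.

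The tests, the groups compared and the alternatives were chosen before the data were examined, unless stated otherwise. The miRNAs named in the text were chosen by a rule set at the same time. It took the arms named in the paper and their paralogs, and the 2 largest rises and the 2 largest falls per cell type. These rises and falls had an adjusted p under 0.05, a mean of at least 100 CPM and no overlap with D0. It also took the 2 hairpins per cell type with the largest range of the arm ratio and a mean of at least 50 counts on each arm. The rule further took the 3 miRNAs per cell type with the highest CPM, and a list of cell type markers. Other miRNAs named here, such as those that share counts with a named one, were chosen after their values were seen. So were the alternatives for miR-208a in CMs at D1 and D3, the arm ratios of HCs without replicate 3 of D0 and the error of the axis predictions that includes the scatter of the libraries. The alternatives were DESeq2 1.42.0 in place of edgeR, library size as the only scaling, no filter on low counts, the replicate number as a block, the 2 sets of libraries given above, a fit of the compared days alone, each library left out in turn, a pseudocount of 5, a minimum mean of 50 counts per arm, a log2 fold change of at least 2, and other scalings of CPM and other distances. When a library was left out, the miRNAs tested were those of the fit with all libraries. Repeating the filter on the remaining libraries was added after the data were seen.

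The marker list was read in all cell types. Each cardiomyocyte, endothelial and fibroblast marker had its highest mean CPM in the cell type it stands for, and so did the hematopoietic markers miR-142a-3p, miR-142a-5p, miR-223-3p and miR-150-5p, although miR-150-5p was almost as high in ECs (2544 against 2586 CPM). The red blood cell markers miR-451a (445 CPM) and miR-144-3p (54.9 CPM) were highest in FBs, and the mural cell markers miR-143-3p (45324 CPM) and miR-145a-5p (2696 CPM) in ECs.

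The procedures were tested on simulated counts with the mean composition and the library sizes of the data. Each miRNA was drawn independently of the others, with a fixed dispersion that was not estimated from the data. In the 16 CM libraries of days other than D0 and D7, one axis held 75.9% of the variation between replicates over 191 miRNAs. Such shared variation was not simulated, so the shares recovered and false given below may not hold for the data. With 200 of 484 miRNAs of CMs changed in both directions, the day contrast recovered 96.5% of them, and 3.02% of its calls were false. With 200 of 608 miRNAs of HCs it recovered 98.5%, with 2.48% of calls false. TMM scaling assumes that changes go both ways. When all 200 changed miRNAs of CMs rose, 81.5% were recovered, 43% of calls were false and 123 unchanged miRNAs were called lower, with a median log2 fold change of -0.83 among unchanged miRNAs. With library size alone the same data gave 5.5% recovered and 95.9% of calls false. A change of most miRNAs in one direction would therefore be underestimated in CMs. The test of arm ratios recovered 100% of 50 changed hairpins among 152, with 3.85% of calls false. The test of enrichment recovered 100% of 200 raised miRNAs among 712, with an estimated log2 fold change of 2.09 for a true value of 3 when a single cell type held all of them, and of 2.85 when each cell type held some. The depth of the libraries limits low miRNAs. A miRNA with 0 counts in replicate 3 of HCs at D0 may have had up to 164 CPM, and with 0 counts in the shallowest EC library up to 5.71 CPM.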

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

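The tests of a shift between replicates of one day, of counts shared by miR-126a-5p and miR-126b-3p and of antisense miRNAs were chosen only after the result had been seen. A sample was listed here when its gap to the nearest of the 4 replicates took up more of the range of the group than the critical value of Dixon's test allows. Of 168 groups tested, 18 had such a sample, and about 8.4 are given by chance, so a single value below has little weight of its own.

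Replicate 3 of HCs at D0 had 18286 counts on mature miRNAs. Its log2 CPM of 6.36 for miR-208a-5p and 4.77 for miR-21a-3p stood far above the other 3 replicates, although it had 1 count of the first and 0 counts of the second. For miR-208a-5p, 1 count among 18286 is already 54.7 CPM. For miR-21a-3p the value comes only from the 0.5 added to every count, so it measures nothing. To see whether depth explains its distance from the other replicates, those were thinned to the same depth. The mean distance of replicate 3 to them was then 0.764, against 0.631 among the others, and its smallest distance (0.723) still exceeded the largest among the others (0.656). One library does not decide whether depth or another property of that library sets it apart, and the 2 cannot be told apart here. No biological explanation was tested.

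In CMs, replicate 1 of D0 stood above its group with a log2 CPM of 7.76 for miR-126a-5p and 8.96 for miR-21a-5p, and replicate 1 of D28 stood below its group with 3.27 for miR-208a-5p and -1.95 for miR-21a-3p. Replicate 1 of D3 was low in miR-21a-5p (11.59), replicate 3 of D3 high in miR-126a-3p (14.36) and replicate 1 of D7 low in miR-126a-3p (13.55). The count of 24279105 for replicate 1 of D1 was the highest of its group. A shift of many miRNAs between replicates of one day may contribute to the values of replicate 1 of D0. The axis of such variation in ECs was correlated with the change of CMs between D0 and D7 (absolute Spearman's rho 0.715), and on it that library scored 3.71, against 13.75 to 14.78 in the other 3. That axis rested largely on the EC libraries of D28 and on replicate 4 of D14. Whether such a shift explains any one of the CM libraries above was not tested, and no biological explanation was tested.

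In FBs, miR-208a-3p was high in replicate 1 of D1 (log2 CPM 1.71), miR-126a-3p was high in replicate 4 of D3 (15.42) and low in replicate 3 of D7 (14.34), and miR-126a-5p was high in replicate 3 of D28 (9.21). In HCs, miR-21a-5p was high in replicate 4 of D28 (16.65). The counts of replicate 2 of ECs at D3 (29037628) and replicate 2 of HCs at D3 (24081381) were far above those of the other replicates. Neither a technical nor a biological explanation was tested for these values.

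The change of miR-208a at D28 differed between CMs and the mean of ECs, FBs and HCs, by a log2 value of 3.68 for the 3p arm (adjusted p = 7.1e-09) and 3.84 for the 5p arm (adjusted p = 3.1e-05), from the interaction in edgeR's quasi-likelihood test. The tables argue against a smaller share of other cell types in the CM isolates as the cause of the rise in CMs. Under that explanation all cardiomyocyte markers would rise alike and markers of other cell types fall, whereas in CMs at D28 miR-1a-3p changed by -2.01 (standard error 0.31), miR-133a-3p rose by 1.39, miR-499-5p by 1.27, miR-199a-5p by 2.54 and miR-142a-5p by 2.42. On this TMM scale miR-143-3p fell by 2.58, and the changes of miR-150-5p (-0.78) and miR-126a-3p (-0.42, standard error 0.24) did not pass the threshold. On the plain CPM scale miR-143-3p in CMs was also lower at D28 than at D0 (mean log2 CPM 13.85 and 14.82), while miR-150-5p (5.82 and 4.48) and miR-126a-3p (14.00 and 12.68) were higher. On the TMM scale markers of one cell type also moved apart, since the other arm, miR-126a-5p, rose by 1.78 and the mural cell marker miR-145a-5p changed by 0.00. The distances between markers do not depend on the scaling. A smaller share of mural cells or ECs as a part of the cause was not excluded. A shift that also occurs between replicates of one day stays open for the rise in CMs. It left 0.743 of the change at D7 unexplained for miR-208a-3p, which is 1.98 standard errors of the prediction and so close to the limit, and left -0.05 of the change of miR-208a-5p at D28. At D7 it predicted 1.88 for miR-208a-5p, 3.06 standard errors above the 1.14 observed, and 2.56 with the scatter of the libraries included, so it does not describe the 5p arm on that day. For the low level in ECs and HCs, RNA carried over from cardiomyocytes cannot be told apart from expression in these cells. Carry-over would bring the other cardiomyocyte markers at an equal share of their CM level. In ECs miR-133a-3p stood 3.76 ± 0.21 (standard error) and miR-1a-3p 2.31 ± 0.42 above miR-208a-3p on the log2 scale of that share, and miR-499-5p only 0.27 ± 0.18. In HCs these values were 1.02 ± 0.15, 0.56 ± 0.40 and -0.06 ± 0.16. The equal shares set as the prediction were not met in ECs, but markers above the needed share exclude no carry-over. A rise of miR-208a in cardiomyocytes themselves after MI stays open as a biological explanation and was not tested separately.

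The paper does not discuss the miRNAs with the largest rises. In CMs miR-29b-3p rose by 4.34 on the log2 scale at D7, in ECs miR-34c-5p by 3.66 at D3, in FBs miR-20a-5p by 2.38 at D3 and in HCs miR-210-3p by 3.07 at D3, each in every library of the day. In none of these comparisons did more than 1 of the 35 splits of the 8 libraries give as many changed miRNAs. For miR-29b-3p in CMs, a shift between replicates of one day may contribute, with the correlation of 0.715 given above for all miRNAs. On the EC axis of that shift, the absolute Spearman's rho was 0.451 for the change of FBs at D3 (permutation p = 1e-04) and 0.299 for that of HCs at D3 (permutation p = 2e-04). It accounted for 37.6% of the squared change in CMs at D7, 6.28% in FBs and 0.196% in HCs, and the CM axis for 18.1% in FBs and 7.33% in HCs. No axis was set against the change of ECs at D3. A response of the cells to MI and a change in the cells collected with each isolate both stay open, and neither was tested for these miRNAs.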

How the results depend on the processing

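Over all alternatives, 735 values of the main comparisons kept their direction and their side of the threshold, or stayed within 1.5 times the main count. Of the rest, 31 counts moved further, 32 changes passed the threshold only under the alternative and 1 reversed. The counts of miRNAs changed over all 6 days, the rise of both arms of miR-208a in CMs at D28, the fall of miR-126a-5p in ECs at D28 and the rises of miR-21a-5p at D7 and miR-21a-3p at D1 in HCs did so under every alternative tried. The log2 fold change of miR-208a-3p lay between 1.51 and 3.42 and that of miR-208a-5p between 1.46 and 3.35 over the alternatives other than leaving out a library. Among results outside the main comparisons, 55 values moved by more than the spread between replicates and 278 did not. The causes of the changes below were not tested, except where the alternative itself fits fewer libraries or sets a stricter limit.

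With library size as the only scaling, miR-126a-3p in CMs at D3 reversed from -0.56 to 1.36 (adjusted p = 8.2e-06, edgeR test). The miRNAs changed in CMs became 298 at D1 (287 higher, 11 lower, against 66 and 55). The split into higher and lower became 370 and 27 at D3 (154 and 113 with TMM), 388 and 31 at D7 (188 and 146), 402 and 22 at D14 (184 and 141) and 336 and 30 at D28 (143 and 120). In ECs it became 97 and 5 at D7 (75 and 20) and 72 and 9 at D14 (48 and 13). In FBs it became 62 and 4 at D1 (33 and 12), 204 and 50 at D3 (129 and 113), 164 and 69 at D7 (138 and 119) and 16 and 16 at D28 (27 and 11). In HCs it became 228 and 98 at D1 (154 and 176), 281 and 109 at D3 (188 and 171), 281 and 75 at D7 (182 and 119), 194 and 44 at D14 (93 and 78) and, with 238 in all, 183 and 55 at D28 (77 and 69). The enriched miRNAs became 38 in CMs and 226 in HCs, from 116 and 127. With DESeq2 the split became 70 and 33 in ECs at D3 (65 and 9), 58 and 31 in ECs at D14, 155 and 116 in HCs at D1, and in HCs at D3 120 of 328 were lower. In CMs at D1 it became 78 and 81 (66 and 55).

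In ECs at D1, where the count was 0 and 17 miRNAs had an unadjusted p under 0.05, DESeq2 gave 5, no filter 3, the libraries of Fig. 3 2, the set without the farthest replicates 3 and the fit of both days alone 8. The fit of the compared days alone, which uses 8 libraries, gave 3 in place of 121 for CMs at D1 (0 higher, 3 lower). For ECs it gave 179 in place of 74 at D3 (111 higher and 68 lower, against 65 and 9), 152 in place of 95 at D7 (91 and 61, against 75 and 20) and 128 in place of 198 at D28 (58 and 70, against 113 and 85). At D14 the split in ECs became 43 and 48 (48 and 13), so that at D14 and D28 more miRNAs were lower than higher. In FBs it became 28 and 5 at D1 (33 and 12) and 19 and 14 at D28 (27 and 11). In HCs the larger side changed at D1 (179 and 139, against 154 and 176) and at D28 (76 and 96, against 77 and 69). Without a filter on low counts 233 miRNAs were enriched in HCs, and the split became 55 and 86 in HCs at D28 (77 and 69), 30 and 26 in FBs at D28 (27 and 11), and 42 and 7 at D1, 151 and 84 at D7 and 87 and 35 at D14 in FBs. In CMs at D1, 49 of 153 were then lower (55 of 121), and in HCs more were lower than higher at D3 (177 and 221, against 188 and 171) and D14 (79 and 82, against 93 and 78). In HCs at D28 the libraries of Fig. 3 gave 56 and 58 and the set without the farthest replicates 69 and 69. The set without the farthest replicates gave 43 of 145 lower in FBs at D14 (58 of 139). A log2 fold change of at least 2 left 59 enriched miRNAs in CMs, 21 in ECs and 59 in HCs. The arm ratios changed in HCs were 53 in place of 24 without the farthest replicates.

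For miR-126a-3p in CMs at D3 (-0.56, adjusted p = 0.053), DESeq2 gave -0.53 (adjusted p = 0.016). For miR-126a-3p in ECs at D28 (-0.40, adjusted p = 0.056), DESeq2 gave -0.34 (adjusted p = 0.043) and no filter gave -0.66 (adjusted p = 0.039 by the edgeR test), while the libraries of Fig. 3 gave -0.40 (adjusted p = 0.050), the set without the farthest replicates -0.35 (adjusted p = 0.13) and both days alone -0.67 (adjusted p = 0.069).

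The alternatives for miR-208a in CMs at D1 and D3 were chosen after seeing the data. With library size as the only scaling the log2 fold change passed the threshold for miR-208a-3p at D1 (2.08 against 0.71) and D3 (2.62 against 0.66) and for miR-208a-5p at D1 (2.28 against 0.82) and D3 (2.52 against 0.54). Without a filter on low counts it passed for miR-208a-3p at D1 (1.02) and D3 (0.98) and miR-208a-5p at D1 (1.14), and with both days alone for miR-208a-3p at D3 (0.76). Without replicate 1 of D0 it passed for miR-208a-3p at D1 (0.95) and D3 (0.79) and for miR-208a-5p at D1 (1.16), and without replicate 1 of D1 for miR-208a-3p (0.95) and miR-208a-5p (1.08) at D1. With one library left out in turn it lay between 0.43 and 0.95 for miR-208a-3p and between 0.58 and 1.16 for miR-208a-5p at D1, and at D3 between 0.35 and 0.79 for miR-208a-3p and between 0.23 and 0.79 for miR-208a-5p.

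With one library left out in turn, the count in CMs at D1 lay between 46 and 192. It was 192, 73, 70 and 67 without replicates 1 to 4 of D0 and 183, 46 and 60 without replicates 1, 3 and 4 of D1. The count lay in ECs at D3 between 46 (without replicate 2 of D0) and 72, in FBs at D1 between 26 (without replicate 1 of D0) and 41 and in FBs at D28 between 22 (without replicate 1 of D0) and 44, with 23 without replicate 1 and 24 without replicate 3 of D28. The arm ratios changed in HCs lay between 17 and 53, the highest without replicate 3 of D0. The change of miR-126a-3p lay between -0.74 and -0.47 in CMs at D3, where 4 of 8 fits passed the threshold (without replicates 2 or 4 of D0, or replicates 1 or 3 of D3). In ECs at D28 it lay between -0.68 and -0.31, where 2 of 8 passed (without replicate 2 of D0, or replicate 1 of D28). When the filter was also repeated on the remaining libraries, an alternative chosen after seeing the data, all 8 fits passed for ECs at D28, with -0.66, -0.65, -0.51 and -0.54 without replicates 1 to 4 of D0 and -0.69, -0.55, -0.55 and -0.54 without replicates 1 to 4 of D28. For CMs at D3, 1 of 8 did, with -0.66 without replicate 2 of D0.

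With the replicate number as a block, the change of miR-126a-3p in CMs at D3 was -0.54 (adjusted p = 0.043 by the edgeR test), and no other call named here changed. The split of the miRNAs changed in CMs at D1 became 58 higher and 68 lower (66 and 55), and the count in FBs at D1 was 41 in place of 45. Libraries of different days come from different mice, and their deviations from the group means had a mean correlation of -0.02 for equal numbers and 0.01 for unequal ones. In 1 of 20 such comparisons, FBs at D0 and D1, all 4 pairs exceeded 0.1 (0.163 to 0.473, mean 0.276, against -0.092 for unequal numbers), so a link between equal numbers is not excluded there. Between cell types of one day, where the study used the same animals, it was 0.06 for equal numbers and -0.02 for unequal ones, and in 2 of 36 comparisons all 4 pairs exceeded 0.1.

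Depth limits HCs at D0, where replicate 3 had 18286 counts, and ECs at D28, where the libraries had 525651 to 3902765 counts. In the first group it limits miRNAs under 164 CPM, and in the second those near the detection limit.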

Differences from the paper's values

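Mean log2 CPM read from the paper's figure were compared with log2 CPM over the counts on mature miRNAs. For miR-208a-3p in CMs the paper shows about 8.1 in Fig. 5A, read by eye, at D0 and about 10 in Fig. 5A, read by eye, at D14, against 6.81 and 11.15 here. For miR-208a-5p in CMs the paper shows about 2.6 in Fig. 5A, read by eye, at D0, about 4.1 in Fig. 5A, read by eye, at D7 and about 4.5 in Fig. 5A, read by eye, at D14, against 1.26, 4.71 and 5.42. For miR-126a-3p the paper shows about 17 in Fig. 5B, read by eye, in ECs at D7 and about 14 in Fig. 5B, read by eye, in CMs at D0, against 17.60 and 12.68. Of the alternatives set before the data were examined, CPM scaled with TMM closed the gap for each of these, with 8.43 and 10.17 for miR-208a-3p, 2.89, 4.03 and 4.44 for miR-208a-5p, and 17.33 and 14.31 for miR-126a-3p. CPM over mature and hairpin reads together also did so for miR-208a-3p at D14 (10.31), miR-208a-5p at D7 (3.92) and D14 (4.58) and miR-126a-3p in ECs at D7 (17.13). They did not for miR-208a-3p at D0 (6.32), miR-208a-5p at D0 (0.78) or miR-126a-3p in CMs at D0 (12.19).

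For miR-21a-5p in HCs at D0 the paper shows about 16 in Fig. 5C, read by eye, against 15.17 here. The value was 15.41 with TMM scaling, 14.60 over mature and hairpin reads and 15.14 with the libraries of Fig. 3, and none of the alternatives set before the data were examined closed the gap.

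The second MDS dimension of CMs held about 29% of the variance in Fig. 3A, read by eye, against 9.04% here. No alternative was tested for this value, since the libraries of Fig. 3 are the same 24 in CMs, and the difference stays open. Fig. 3 plots replicates 1 to 3 of ECs at D28, FBs at D0 and HCs at D0, while the farthest replicates here were replicate 3, replicate 2 and replicate 3. Whether the figure keeps the deposited replicate numbers is not stated, so this difference may be one of numbering alone.

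The paper states that both arms of miR-126 decreased in ECs over time. Here the change of the 3p arm at D28 was -0.40 (adjusted p = 0.056 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), short of the threshold. It passed with DESeq2 (-0.34), with no filter (-0.66), without replicate 2 of D0 (-0.47) or replicate 1 of D28 (-0.68), and in all 8 fits that repeated the filter without one library (-0.69 to -0.51), an alternative chosen after seeing the data. The paper states that miR-126-3p decreased in CMs until D3. Here its change at D3 was -0.56 (adjusted p = 0.053, edgeR test) and 1.36 with library size as the only scaling. It passed with DESeq2 (-0.53), with the replicate number as a block (-0.54), in 4 of the 8 fits that left out one library, between -0.74 and -0.66, and in 1 fit that repeated the filter (-0.66), an alternative chosen after seeing the data. The paper states a sustained increase of both arms of miR-208a in CMs after MI. Here the changes at D1 (0.71 for the 3p arm and 0.82 for the 5p arm) and D3 (0.66 and 0.54) were short of the threshold on the TMM scale. With library size as the only scaling, the scale of plain CPM, all 4 passed (2.08 and 2.28 at D1, 2.62 and 2.52 at D3). Mean log2 CPM of miR-208a-3p then went from 6.81 at D0 to 8.67 at D1 and 9.40 at D3. Without a filter, both arms at D1 (1.02 and 1.14) and the 3p arm at D3 (0.98) passed, with both days alone the 3p arm at D3 (0.76), without replicate 1 of D0 both arms at D1 (0.95 and 1.16) and the 3p arm at D3 (0.79), and without replicate 1 of D1 both arms at D1 (0.95 and 1.08). These alternatives for D1 and D3 were chosen after seeing the data.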

Other observations

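The tests of a shift between replicates of one day, of shared counts and of antisense miRNAs were chosen only after the result had been seen. The other tests were set earlier.

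The number of changed miRNAs was set against other splits of the same libraries. In CMs at D1, 3 of the 35 splits of the 8 libraries of D0 and D1 gave at least 121 changed miRNAs, so a split at random could give such a count. In ECs at D1 none passed, so all 35 splits give at least as many whatever the data, and the comparison decides nothing there. For each other comparison of a day with D0, only the real split of 35 gave as many. For the changes over all days, of miRNAs and of arm ratios, 1 of 100 assignments of the libraries to days, the real one, gave as many in each cell type. For the enriched miRNAs, it was 1 of 60 assignments of the 96 libraries to groups.

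Many miRNAs changed in CMs between D0 and D7. A candidate explanation is a shift of many miRNAs that also occurs between replicate libraries of one day. The leading axis of the deviations of EC libraries from the mean of their day was correlated across 191 miRNAs with the change of CMs (absolute Spearman's rho 0.715, permutation p = 1e-04, the smallest that 10000 permutations can give). The axes of FBs and HCs gave 0.742 and 0.648. That of CM libraries from days other than D0 and D7 gave 0.882 and accounted for 77.7% of the squared change. On the EC axis the EC libraries of D28 scored 2.27 to 21.35 and replicate 4 of D14 scored 8.96. The other EC libraries scored -5.6 to 1.23, so the EC axis rests largely on D28 and that replicate. The axes of the other cell types do not use these EC libraries. The miRNAs are not independent replicates. A technical shift, such as in RNA quality or library preparation, and a biological one, such as in the state of the cells or the size of the infarct, would both vary between replicates in this way, and neither was tested. Of the changes of miRNAs in CMs, those of miR-208a-3p left 0.743 at D7 beyond the prediction of the axis, 1.98 standard errors, and miR-21a-5p left 2.06, 7.45 standard errors. The axis also missed miR-1a-3p (-1.404, 5.93 standard errors), miR-133a-3p (-0.655, 3.96) and miR-208a-5p (-0.743, 3.06), but not miR-499-5p (0.393, 1.32) or miR-126a-3p (0.227, 1.07). With an error that also holds the scatter of the libraries compared, chosen after seeing the data, these distances were 1.66 for miR-208a-3p, 6.24 for miR-21a-5p, 4.97 for miR-1a-3p, 3.32 for miR-133a-3p, 2.56 for miR-208a-5p, 1.10 for miR-499-5p and 0.90 for miR-126a-3p. At D28 they exceeded 2 for miR-21a-5p (4.69), miR-133a-3p (2.86), miR-499-5p (2.84) and miR-1a-3p (2.34). The axis alone thus does not account for the changes of these single miRNAs.

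Arm ratios also changed in CMs. The test set for the same explanation used the EC axis of arm ratios, which showed no correlation with the change of CMs between D0 and D7 over 87 hairpins (absolute Spearman's rho 0.145, permutation p = 0.184). The axes of CMs, FBs and HCs were examined afterwards and gave absolute values of 0.931, 0.831 and 0.743 (Benjamini-Hochberg adjusted permutation p = 0.000133 for each). A missing correlation in ECs excludes nothing, so the shift between replicates cannot be told apart from an effect of the day for the arm ratios, and both stay open.

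In HCs miR-126a-3p fell by 2.43 on the log2 scale between D0 and D3. A candidate explanation is that fewer endothelial cells were carried over into the HC isolates after MI. The 47 other EC-enriched miRNAs tested in HCs had a median change of -0.385, against 0.019 for all miRNAs. Of random lists of that size, 3.88% had as low a median. The direction goes with that explanation, but the median fall was far smaller than that of miR-126a-3p. Random lists treat miRNAs as independent, and the EC-enriched list was drawn from these same libraries. How far carry-over would lower each miRNA was not computed, so it is not shown to be the whole cause. A fall of miR-126a-3p in hematopoietic cells, or a change in which of these cells were in the heart, stays open and was not tested.

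In CMs miR-21a-5p rose after MI. RNA of hematopoietic cells or fibroblasts in the CM isolates is argued against as the whole cause. Hematopoietic RNA would have to make up 6.81% at D7 and fibroblast RNA 26.5% to give the rise. The largest rise of a hematopoietic marker, that of miR-150-5p, was 3.56% of its level in HCs, and those of miR-142a-3p, miR-142a-5p and miR-223-3p were 0.334%, 0.509% and 0.511%. The fibroblast markers miR-199a-3p, miR-214-3p and miR-199a-5p rose by 2.48%, 3.02% and 4.30% of their level in FBs. A part of the rise from the shift between replicates and a response of cardiomyocytes to MI stay open.

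Many miRNAs (198) differed in ECs at D28, where the libraries were shallow. Low depth is argued against as the cause, since after all EC libraries were thinned to 525651 counts, 146 of 260 tested miRNAs still differed. Thinning changes depth alone and cannot test the quality of the libraries. In ECs the mean share of unaligned reads was 67.8% ± 6.95 (SD, n = 4) at D28 and 46.8% ± 9.16 (SD, n = 4) at D0. Poorer libraries at D28 therefore stay open as a cause. The axes of variation between replicates of the other cell types were correlated with this change, with an absolute Spearman's rho of 0.634 and 40.9% of the squared change for FBs, 0.506 and 22.9% for CMs and 0.542 and 15.7% for HCs. No prediction had been written for ECs before these values were seen, so a shift between replicates stays open here. The paper gives the same input of RNA (50 ng) and 16 PCR cycles for all EC libraries. As far as these stated amounts hold, they argue against a lower input at D28 as the cause. A late response of ECs stays open.

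The total counts of miR-126a-5p and miR-126b-3p had a ratio of 0.9997, as counting the same reads for both would give. Their counts were identical in 13 of 96 libraries, and shared reads were not shown directly. Changes of miR-126a-5p may therefore be those of reads counted for both. Of 17 pairs of arms from annotated antisense miRNA genes, 1 had a ratio of at least 0.9. The counts of miR-3074-5p and miR-24-3p had a ratio of 0.634 and a correlation of 0.995 between libraries, and those of miR-1b-5p and miR-1a-3p a ratio of 0.119 and a correlation of 0.996, while miR-374b-5p had 659076 counts and miR-374c-3p none. The annotation used does not hold the gene of miR-122b. The annotation places the hairpin of miR-126b within that of miR-126a, and that of miR-1a-2 within that of miR-1b, each on the opposite strand. How far the mature sequences of each pair overlap is not shown. Counting of reads on both strands therefore cannot be told apart from separate transcripts for these pairs. No biological explanation was tested for these pairs.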
